A study of Homo sapiens with 4 samples. Its data were reported in "HMGA1 orchestrates chromatin compartmentalization and sequesters genes into 3D networks coordinating senescence heterogeneity" (2024).

How the data were processed

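Chromosome contacts were measured by Hi-C in IMR90, human diploid fibroblasts from lung. Hi-C cuts fixed chromatin with a restriction enzyme (here HindIII), ligates ends that lie close together in the nucleus and counts the ligated ends by sequencing. The cells carried an oncogenic RAS protein that is switched on by 4OHT, and 6 days with 100 nM 4OHT led to oncogene-induced senescence (OIS). Growing cells (Grow) were the control. In the shA1 conditions a short hairpin RNA lowered HMGA1, a chromatin protein that prefers AT-rich DNA. The series holds 4 samples, 2 of Grow-shA1 and 2 of OIS-shA1. The Grow and OIS maps come from an earlier data set of the same laboratory and belong to no sample of the series, so any comparison of a map with shA1 against a map without it also compares the data sets.

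The authors aligned the reads to hg19 with HiC-Pro, removed artefacts and duplicates, counted contacts in bins of about 200 kb, balanced the matrices by iterative correction (ICE) and corrected them for distance. Each deposited value is a score for a pair of bins on the same chromosome, given by the authors relative to the mean contact at the same distance. The values have both signs and their lowest values pile up at a floor at long distance, as a logarithm of a small count plus a prior would. The base of the logarithm and the prior are not stated, so differences of score are given in score units and are not turned into fold changes. The deposited bin list gives the start and end coordinates of each bin in base pairs, with edges moved to HindIII sites, and its chromosome ends equal the GRCh37 lengths for every chromosome. The files give no read counts per pair and pool the 2 replicates of a shA1 condition into 1 map, so counting error could not be computed and there was no spread between replicates. The share of possible pairs that a map lists was used as its measure of depth.

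A bin was kept when at least 50% of its pairs on its chromosome had a value in each of the 4 maps. This left 13604 of the 14310 bins on the 22 autosomes and X. Chromosome Y was left out of the comparisons because few of its pairs were listed. The compartment score of a bin was its loading on the first principal component of the Pearson correlation matrix of its chromosome, with unlisted pairs at 0, and was oriented so that bins with more protein-coding genes (GENCODE, lifted to GRCh37) were positive. Positive bins were called A (active) and negative bins B (inactive). The compartments of the Grow map were used for every map unless stated. Pairs over 2 Mb apart were called distal and the others local. Class means were taken over pairs with a value in all 4 maps. Compartment strength was the mean of the A-A and B-B class means minus the A-B class mean.

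4 comparisons were made: OIS minus Grow, OIS-shA1 minus OIS, Grow-shA1 minus Grow and OIS-shA1 minus Grow-shA1. The difference between the last comparison and OIS minus Grow was called the interaction, in which a constant offset between the data sets cancels. No test between conditions was possible with 1 map per condition. Each value has a 95% interval from 1000 bootstrap draws of whole chromosomes and the number of the 23 chromosomes that share its direction. Such an interval describes how even a difference is along the genome of these maps and says nothing about how it would vary between replicate experiments.

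The share of the RAS change kept with shA1 was the least-squares slope of OIS-shA1 minus Grow-shA1 on OIS minus Grow over blocks of 5 by 5 bins of distal pairs, which are differences with no map in common. Networks of increased contacts were built per chromosome from the 1% of distal pairs with the largest increase, so that each comparison had as many edges. The largest k for which a subgraph remains with every bin joined to at least k others (k-core decomposition) was compared with 20 draws of as many random pairs. For each bin the mean change of its distal pairs with B bins was compared with its GC content in GRCh37, for bins with at least 10 such pairs. The regions named were fixed by rule. They are the bins of 19 genes that the study names, placed by their start of transcription, and the 3 bins with the largest rise and the 3 with the largest fall of distal contact with B bins in OIS minus Grow among bins with a value for at least 50% of their distal pairs.

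The comparisons, the rule for named regions and most of the alternatives were chosen before the data were examined. Those alternatives changed the treatment of values (limited to the 1st to 99th percentile, or divided by the SD of the map at the same distance), of pairs (all listed in each map, or unlisted pairs as 0), of bins (every bin with any value), of distance (over 5 Mb, or from 2 to 50 Mb), of compartments (from Grow-shA1, from each map, from the 20% of bins with the highest and lowest scores, or a component per arm), of chromosomes (autosomes only, or their median), of the blocks (single pairs, 10 by 10 bins, or a slope corrected for noise) and of the networks (0.5% or 2% of pairs, or values averaged over 3 by 3 pairs). Others were chosen after seeing the data: a common centring, which subtracts from each map its mean over the pairs listed in all 4 maps at the same distance, unlisted pairs set to a floor, the slope within distance bands, the scaled and centred strength within distance bands, and the scaled and centred changes of the named bins.

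The code was tested on simulated maps with known changes, laid out on the real bins and unlisted pairs. The largest error over 32 class changes was 0.0103 score units. The true values came from the same code run on the maps without noise, so this error measures the effect of noise only. A true slope of 0.700 was returned as 0.149 when noise dominated the blocks and as 0.633 when signal took the share of block variance seen in the real maps (0.903 in the simulation, 0.908 in the maps), so the plain slope runs low. The slope corrected for noise was 0.684 and 0.700 in these simulations. Of 20 bins planted as a dense subgraph on each chromosome, at least 12 were in the core found and no other bin was. The planted increase was large against the simulated noise of a pair, so recovery of weaker subgraphs was not tested. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, networkx 3.6.1 and matplotlib 3.10.9.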

Results

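Hi-C contact maps at about 200 kb were analysed for 4 conditions of IMR90 fibroblasts: Grow, Grow-shA1, OIS and OIS-shA1. There was 1 map per condition and no replicate maps, so no difference below could be set against a spread between replicates. The Grow-shA1 and OIS-shA1 maps each pool 2 samples. The Grow map listed 4631800 pairs of bins, the Grow-shA1 map 4358563, the OIS map 4123451 and the OIS-shA1 map 4032189. Among kept bins, Grow listed 89.4% of all possible distal pairs. Grow-shA1 listed 84.2%, OIS 80.4% and OIS-shA1 78.6%. At 2 Mb or less each map listed at least 99.9% of the possible pairs. The number of reads behind each pair is not given in the files, so the precision of a single score is unknown. Listing differed most for A-B pairs, with a change of -13.1 percentage points in OIS relative to Grow, compared with -5.30 points for A-A and -4.99 points for B-B pairs.

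The first principal component split the 13604 kept bins into 5722 A and 7882 B bins in the Grow map. Its correlation with GC content across bins was positive on every chromosome, with a median r of 0.435 and a range from 0.217 to 0.750. The question of how far RAS moved compartments was addressed by comparing OIS with Grow. Compartment scores of the 2 maps correlated with r = 0.933 across bins (95% chromosome interval 0.924 to 0.941), and 1328 bins (9.76%) changed sign. Of these, 1211 went from B to A and 117 from A to B. Unlisted pairs entered the score as 0, and the listing of A-B pairs fell most in OIS. No alternative changed this setting for the scores, so its part in the one-sided count was not tested. To ask what HMGA1 depletion did to compartments, each shA1 map was compared with its control. In OIS r was 0.977 (0.967 to 0.983), with a change of sign in 620 bins (4.56%), 421 of them from A to B. In Grow r was 0.986 (0.978 to 0.990), with 453 bins (3.33%) changing sign, 230 from A to B and 223 from B to A. OIS-shA1 and Grow-shA1 correlated with r = 0.931 (0.914 to 0.942), and 1251 bins (9.20%) changed sign. A total of 816 bins changed sign with RAS both without and with shA1, where independent changes with equal chances for every bin would give 122. Scores in Grow and Grow-shA1 correlated at 0.986, so bins with a score near 0 can change sign in both comparisons. The 122 is therefore too low a value to judge the overlap by. Bins are not independent replicates. A component per arm moved these correlations most, except that of Grow-shA1 and Grow, which autosomes alone moved most (0.989). Per arm, r for OIS-shA1 and OIS was 0.880 and the share of bins that changed sign 8.69%.

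Separation of A from B at over 2 Mb was measured as compartment strength, in score units. It was 0.685 in Grow (95% chromosome interval 0.629 to 0.741), 0.695 in Grow-shA1 (0.625 to 0.759), 0.784 in OIS (0.721 to 0.844) and 0.742 in OIS-shA1 (0.672 to 0.802). RAS raised strength by 0.0982 without shA1 (0.0701 to 0.124), in the same direction on 22 of 23 chromosomes. With shA1 the RAS difference was 0.0469 (0.0150 to 0.0717), with the same direction on 13 of 23. In OIS the shA1 map was lower than its control, with a difference of -0.0413 (-0.0652 to -0.0196, 22 of 23). In Grow the shA1 difference was 0.00997, and its interval of -0.00874 to 0.0292 included 0. The sign of these differences depended on the scale. Dividing each map by the SD of its own values at the same distance turned the RAS difference to -0.0572 without shA1 and to -0.0345 with it. The shA1 difference became 0.0143 in OIS and -0.00837 in Grow. Among these scaled values, only the RAS difference without shA1 had an interval that excluded 0 (-0.0910 to -0.0248). Counting unlisted pairs as 0 also reversed the RAS differences, to -0.0270 without and -0.0410 with shA1, and the shA1 difference in Grow, to -0.0418. Restricting compartments to the 20% of bins with the highest and the lowest scores moved the RAS difference furthest, to 0.391, and reversed the shA1 difference in Grow to -0.0563.

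By distance, the RAS difference in strength was largest at 2 to 5 Mb, where it was 0.314 (0.277 to 0.344) without and 0.267 (0.222 to 0.304) with shA1. Nearer, at 1 to 2 Mb, it was 0.192 (0.172 to 0.213) and 0.174 (0.153 to 0.191). At 0.3 to 1 Mb it was 0.00858 (-0.0152 to 0.0291) and 0.0384 (0.0149 to 0.0549). At 5 to 10 Mb it was 0.258 and 0.198. From 20 to 50 Mb it was 0.0174 (-0.0189 to 0.0481) without shA1 and -0.0302 (-0.0695 to 0.00436) with it. Farther apart the difference without shA1 was again above 0, at 0.0586 (0.0282 to 0.0848) from 50 to 100 Mb and 0.0439 (0.01005 to 0.0816) from 100 to 300 Mb. With shA1 it was 0.0233 (-0.00783 to 0.0474) and -0.00113 (-0.0283 to 0.0256) there. Scaling by the SD left 0.0331 at 2 to 5 Mb and 0.0207 at 5 to 10 Mb without shA1, of the same sign, while it gave -0.0764 at 20 to 50 Mb, -0.125 at 50 to 100 Mb and -0.0795 at 100 to 300 Mb. The shA1 difference in OIS was 0.0623 at 0.3 to 1 Mb (0.0397 to 0.0793) and 0.00857 at 2 to 5 Mb (-0.0185 to 0.0317). At 50 to 100 Mb it was -0.0721 (-0.0920 to -0.0514), and the scaled value there was -0.00871. In Grow the shA1 difference was 0.0555 at 2 to 5 Mb (0.0372 to 0.0761), 0.0538 at 5 to 10 Mb (0.0333 to 0.0738) and 0.0504 at 10 to 20 Mb (0.0301 to 0.0709), or 0.0286, 0.0260 and 0.0315 after scaling, and -0.0368 at 50 to 100 Mb (-0.0507 to -0.0201).

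**Figure D1:**
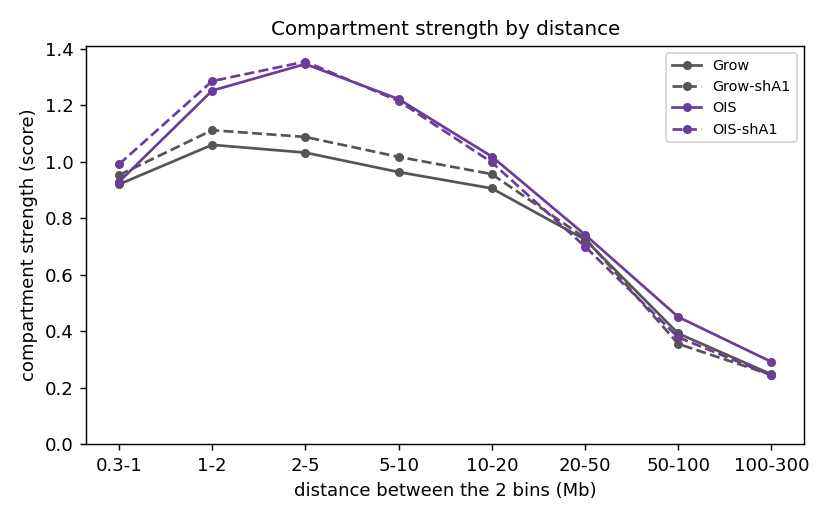
Compartment strength in score units (vertical axis) against the distance between bins in Mb (horizontal axis) for the 4 maps, with lines joining the value of each distance band; solid lines are maps without shA1 and dashed lines maps with it. The OIS lines lie above the Grow lines at 2 to 10 Mb, by 0.314 at 2 to 5 Mb without shA1.

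Contacts within and between compartments were then compared separately. For distal B-B pairs, the class that gathers heterochromatin, OIS was lower than Grow, with a difference of -0.0478 (-0.0836 to -0.0179, 21 of 23 chromosomes). This difference was 0.00153 after common centring, 0.134 with compartments taken from each map and 0.176 with the 20% of bins at either end, so its direction depended on the setting. OIS-shA1 minus OIS was -0.0858 (-0.0982 to -0.0733, 21 of 23), and Grow-shA1 minus Grow was -0.0729 (-0.0839 to -0.0629, 23 of 23). Both kept their sign in all 14 alternatives, from -0.224 to -0.0474 in OIS and from -0.191 to -0.0194 in Grow. With shA1 the RAS difference of B-B pairs was -0.0606 (-0.0975 to -0.0293), and 2 alternatives reversed it, to 0.0658 with compartments from each map and to 0.142 with the 20% of bins at either end.

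Distal A-A pairs rose with RAS by 0.0197 (0.00662 to 0.0346, 16 of 23) without and by 0.0353 (0.0198 to 0.0505, 15 of 23) with shA1. Scaling by the SD gave -0.0588 and 0.000993, and compartments from each map reversed both, to -0.0372 and -0.0189. The shA1 difference of A-A pairs was -0.000621 in OIS (-0.00745 to 0.00478), which changed sign in 10 of 14 alternatives, and -0.0162 in Grow (-0.0213 to -0.0114), which became 0.0362 after common centring. Distal A-B pairs fell with RAS on 23 of 23 chromosomes, with a difference of -0.112 (-0.127 to -0.0965) without shA1 and of -0.0596 (-0.0708 to -0.0467) with it. Of the 14 alternatives, counting unlisted pairs as 0 was the only one that changed these signs, to 0.0135 and 0.0275. The shA1 difference of A-B pairs was -0.00188 in OIS (-0.0204 to 0.0196) and -0.0545 in Grow (-0.0689 to -0.0367), and the latter became 0.00864 with unlisted pairs as 0. The former reversed in 5 of 14 alternatives, to 0.0837 at most.

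**Figure D2:**
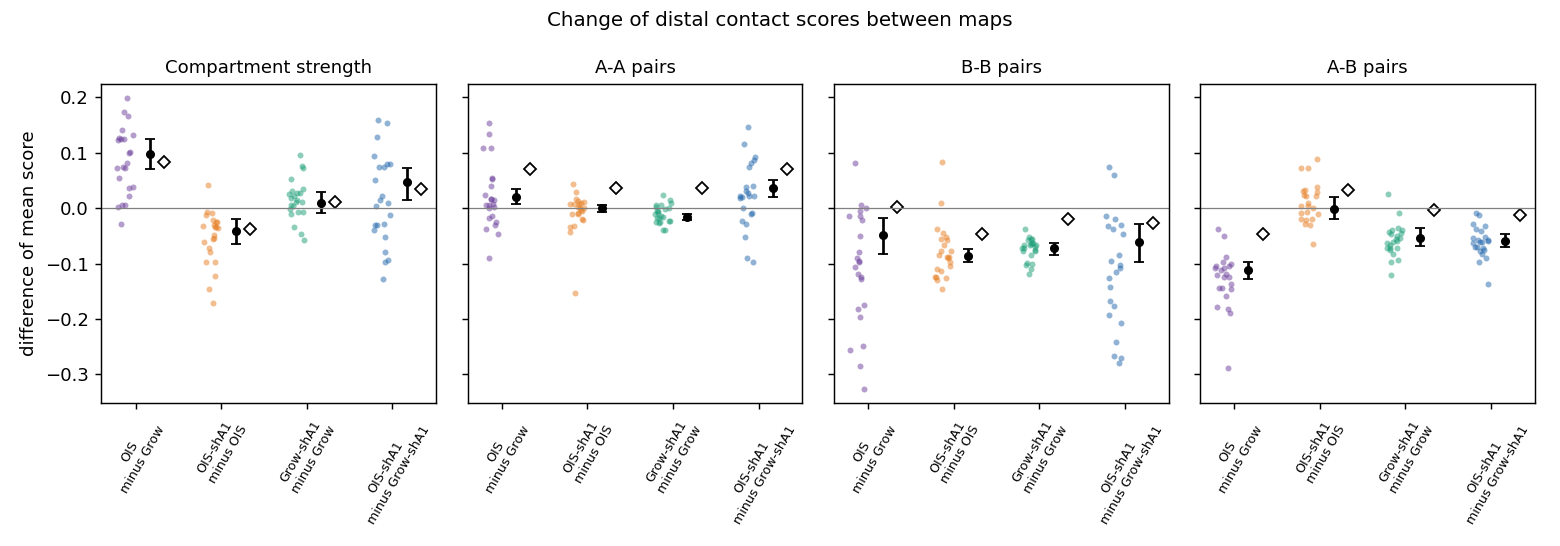
Difference of the mean contact score between maps (vertical axis) for distal compartment strength and the A-A, B-B and A-B pair classes in 4 comparisons; coloured points are the 23 chromosomes, black points with bars the genome-wide value with its 95% chromosome interval, and open diamonds the value after common centring. For B-B pairs both shA1 comparisons lie below 0 (-0.0858 in OIS, -0.0729 in Grow) with either centring, while OIS minus Grow moves from -0.0478 to 0.00153.

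At 2 Mb or less the classes changed differently. The difference of local B-B contact was -0.241 between OIS and Grow (-0.284 to -0.195, 21 of 23) and 0.118 between OIS-shA1 and OIS (0.0975 to 0.137, 22 of 23). In Grow the shA1 difference of local B-B pairs was -0.0425 (-0.0664 to -0.0226), and with shA1 the RAS difference was -0.0800 (-0.102 to -0.0554). Common centring reversed both, to 0.0110 and 0.0172. Local A-A contact rose with RAS by 0.0643 (0.00709 to 0.120, 16 of 23) and differed by -0.139 between OIS-shA1 and OIS (-0.164 to -0.111, 21 of 23). The shA1 difference in Grow was -0.0389 (-0.0608 to -0.0164), or 0.0147 after common centring. The RAS difference with shA1 was -0.0359 (-0.0668 to -0.00852), or 0.0606 after common centring and 0.00671 when local was extended to 5 Mb. Local A-B contact was lower in all 4 comparisons, with differences of -0.196 for RAS, -0.169 for RAS in the presence of shA1, -0.0525 for shA1 in OIS and -0.0794 for shA1 in Grow.

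Whether RAS acted differently in the presence of shA1 was addressed by the interaction, in which a constant offset between the data sets cancels. It was -0.0513 for distal compartment strength (-0.0624 to -0.0425) and had this sign on 23 of 23 chromosomes, but was 0.0227 (0.00905 to 0.0341) after scaling by the SD. For distal B-B pairs the interaction was -0.0129 (-0.0218 to -0.00138, 17 of 23), and 0.0553 (0.0446 to 0.0675) after scaling. For A-A pairs it was 0.0156 (0.00823 to 0.0226) and for A-B pairs 0.0527 (0.0440 to 0.0637), the latter of the same sign in all 5 alternatives. After common centring the A-A interaction was 0.000610 (-0.00739 to 0.00748), with that direction on 8 of 23 chromosomes. Local pairs had interactions of -0.100 (-0.133 to -0.0659) for A-A and 0.161 (0.134 to 0.185) for B-B.

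How much of the RAS change remained with shA1 was measured across 125215 blocks of distal pairs. The slope of OIS-shA1 minus Grow-shA1 on OIS minus Grow was 0.741 (0.725 to 0.761) with r = 0.792 (0.781 to 0.800), and single chromosomes ranged from 0.619 to 0.815. A slope of 1 would mean an equal change. Single pairs in place of blocks moved it most, to 0.343, and correction for noise gave 0.816. Slopes were 0.756 at 2 to 5 Mb, 0.823 at 10 to 20 Mb and 0.507 at 100 to 300 Mb. By contrast, the change with shA1 in OIS and the change with RAS both contain the OIS map. Their correlation was -0.564, and unchanged maps simulated with noise alone gave -0.560 (-0.566 to -0.553). That simulation takes all variance between blocks as noise, so it does not show how much of the real value the shared map accounts for. From the variance within blocks, independent noise in the OIS map could give a correlation of -0.132 at the most, while errors of the map that extend over whole blocks are not covered by either value.

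**Figure D3:**
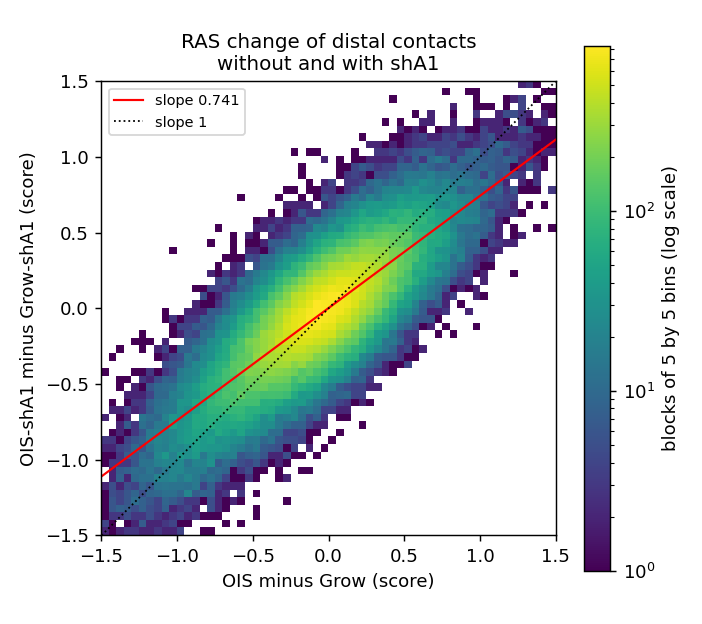
RAS change of distal contact score per block of 5 by 5 bins without shA1 (horizontal axis, OIS minus Grow) and with shA1 (vertical axis, OIS-shA1 minus Grow-shA1), with colour for the number of blocks on a log scale. The red line is the least-squares fit with slope 0.741 and the dotted line has slope 1; 99.9% of the blocks lie within the axes.

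Dense subgraphs were sought because the study describes senescent chromatin as networks of increased contacts. The median of the largest k over chromosomes was 5 for OIS minus Grow, 4 for OIS-shA1 minus Grow-shA1, 3 for OIS-shA1 minus OIS and 3 for Grow-shA1 minus Grow, against 3 for random pairs. Averaging over 3 by 3 pairs moved these most, to 12, 9, 7 and 6, but averaging itself ties neighbouring pairs together. With 2% of pairs the median was 6 both for RAS with shA1 and for random pairs, and 8 for RAS without shA1. The largest k exceeded the highest of 20 random draws on 19 chromosomes for RAS without shA1 and on 16 with it, and on 4 and 3 chromosomes for shA1 in OIS and in Grow. Chromosome 1 had the highest k for RAS without shA1, 15, and with shA1 it shared the highest k, 10, with chromosome 3, where random pairs gave 4 on each. The value of 15 was 11 with 0.5% of pairs, 19 with 2% and 25 after averaging, and with shA1 chromosome 3 was above chromosome 1 with 2% of pairs (13 against 12) and after averaging (25 against 19). Its core in OIS minus Grow held 32 bins between positions 186999845 and 198999557 (GRCh37). Of these bins 90.6% were B, and their mean GC content was 34.5%, compared with 41.2% for all kept bins of the chromosome. Not all cores were of this kind. Of the 23, 10 had a higher GC content than the kept bins of their chromosome, and in 9 fewer than 50% of the bins were B. Among the 10, the cores of chromosomes 9, 19, 21 and 22 had a largest k no higher than random pairs gave. On chromosome 16 the core was 12.1% B, with a GC content of 48.0% against 43.6%. Over all chromosomes, 1407 bins were in the cores without shA1 and 2088 in those with it, and 861 were in both. Random draws of as many bins per chromosome shared 287 on average and at most 326.

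**Figure D4:**
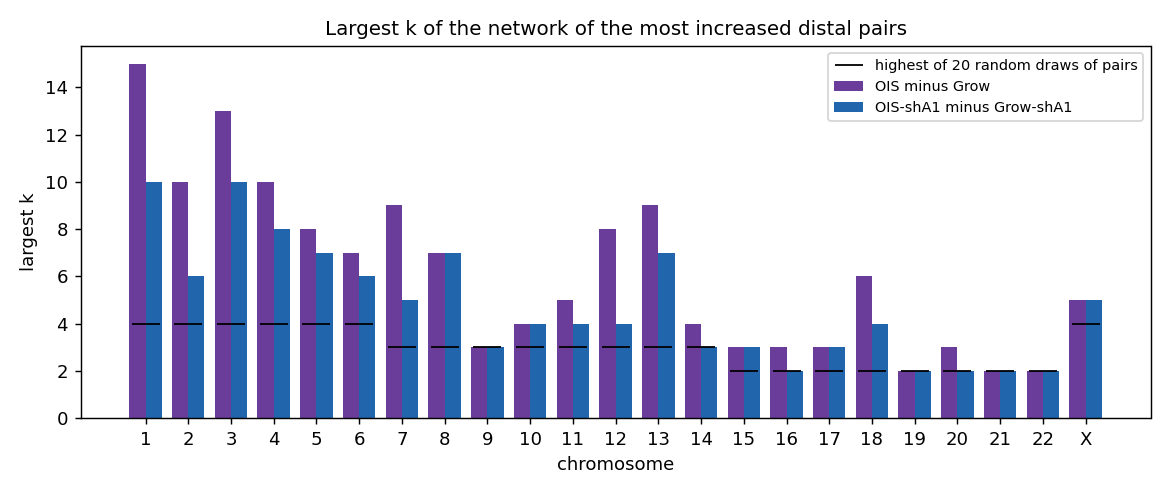
Largest k of the network made of the 1% of distal pairs with the largest increase (vertical axis) on each chromosome (horizontal axis), as bars for OIS minus Grow and OIS-shA1 minus Grow-shA1, with black marks for the highest of 20 draws of random pairs. Chromosome 1 reaches 15 without and 10 with shA1, and random pairs at most 4 on any chromosome.

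Because HMGA1 prefers AT-rich DNA, the change of a bin's distal contact with B bins was compared with its GC content over 13602 bins, which are not independent replicates. Pearson's r was -0.343 (-0.442 to -0.228) for OIS minus Grow, with a Spearman's rho of -0.413 and this direction on 16 of 23 chromosomes. For OIS-shA1 minus OIS r was 0.253 (0.134 to 0.346, 20 of 23) and rho 0.273. For Grow-shA1 minus Grow r was 0.288 (0.204 to 0.359, 21 of 23) and rho 0.294. For OIS-shA1 minus Grow-shA1 r was -0.298 (-0.390 to -0.191, 17 of 23) and rho -0.360. These 4 relations form a family in which no p-value was computed. Scaling by the SD brought r for OIS minus Grow to -0.101 (-0.204 to 0.0150), the largest move of the 4. Among B bins alone r was -0.488, 0.160, 0.340 and -0.544 in the same order, and among A bins alone -0.129, 0.152, 0.212 and -0.122.

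The 19 listed genes fell into 16 bins, of about 200 kb each and mostly with several genes, so that no change can be assigned to a gene, exon or intron. In OIS minus Grow 12 of the 16 bins lost distal contact with B bins and 4 gained it. The median over 11324 bins was -0.0890 (SD over bins 0.183). The study places CCNA2, CDK1, COL1A2, DCN, LUM, VCAN and FAP in its cores and PCNA in regions that gained contact with them. The bins of CCNA2 (-0.241), CDK1 (-0.108), FAP (-0.0873) and PCNA (-0.345) lost distal contact with B bins. Those of COL1A2 (0.198), DCN and LUM (0.0639) and VCAN (0.0633) gained it. All B bins are a different set from the study's cores, so the measures differ. MMP1 (ENSG00000196611) and MMP3 lie in an A bin at 102598963 to 102799800 on chromosome 11, which also overlaps MMP10 and MMP12. This bin had the lowest change of the list, -0.686 (SD 0.731 over its 152 pairs), at percentile 0.230 of all bins. With shA1 the RAS change there was -0.498, at percentile 1.56. OIS-shA1 minus OIS was 0.196 and Grow-shA1 minus Grow 0.00707. CDKN2A, in an A bin at 21799759 to 22008507 on chromosome 9, changed by -0.473 with RAS and by -0.188 with RAS in the presence of shA1, and OIS-shA1 minus OIS was 0.224. COL1A2, in an A bin at 94000748 to 94200908 on chromosome 7, had the highest change of the list, 0.198. Its RAS change with shA1 was 0.0845, and OIS-shA1 minus OIS was -0.178. These 3 bins are singled out as extremes of the list in OIS minus Grow, and OIS-shA1 minus OIS contains the same OIS map, so some return there is built in.

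**Figure D5:**
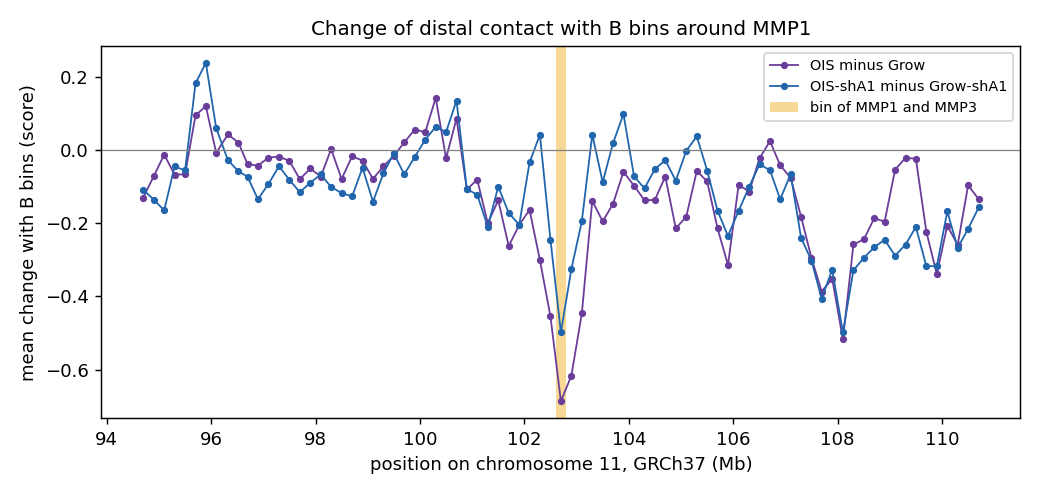
Mean change of distal contact score with B bins (vertical axis) for each bin along chromosome 11 (horizontal axis, Mb, GRCh37) for OIS minus Grow and OIS-shA1 minus Grow-shA1, with the bin of MMP1 and MMP3 shaded. The shaded bin is at -0.686 without and -0.498 with shA1.

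The 3 largest rises of distal contact with B bins in OIS minus Grow were in a B bin at 51399581 to 51599356 on chromosome 8, within which the annotation has SNTG1 (0.476, percentile 99.9912), in a B bin at 87000048 to 87201029 on chromosome 14 with no protein-coding gene (0.455), and in an A bin at 63399966 to 63599798 on chromosome 13 with no protein-coding gene (0.455). With shA1 the RAS changes of these bins were 0.227, 0.199 and 0.593 in the same order. OIS-shA1 minus OIS was -0.485, -0.316 and 0.0303, where some return is built in for the same reason. The 3 largest falls were close together on chromosome 16. They were at 61602363 to 61798795 (-0.903, overlapping CDH8), at 61200680 to 61399120 (-0.872, no protein-coding gene) and at 61798796 to 62005517 (-0.826, overlapping CDH8), all in B bins. Their RAS changes with shA1 were -0.907, -0.802 and -0.775, and OIS-shA1 minus OIS was 0.108, 0.147 and 0.155, with the same return built in. Adjacent bins share contacts and are not independent.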

Values the study reported

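Between senescent cells with and without HMGA1 depletion, the paper gives a correlation of 0.98 for the first principal components of the Hi-C maps. For the network of contacts increased in senescence it gives a highest k of 32 on chromosome 1.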

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

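The comparisons and the scaling by the SD over all distal pairs were chosen before the data were examined. Their use to weigh explanations, and every other test in this part, was chosen only after the result was seen. No condition has replicate maps, so none of the differences between conditions below was tested against a spread between replicates, and the intervals are over chromosomes.

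The difference in distal compartment strength between maps with and without shA1 went in opposite directions in the 2 states, -0.0413 in OIS and 0.00997 in Grow, which leaves an interaction of -0.0513 (-0.0624 to -0.0425). The difference between the 2 states was not tested, and the interval for Grow (-0.00874 to 0.0292) included 0. That value averages over distances that differed. In Grow the shA1 difference was 0.0555 (0.0372 to 0.0761) at 2 to 5 Mb, 0.0538 (0.0333 to 0.0738) at 5 to 10 Mb and 0.0504 (0.0301 to 0.0709) at 10 to 20 Mb, but -0.0368 (-0.0507 to -0.0201) at 50 to 100 Mb. At 2 to 5 Mb it was above 0 in OIS as well, 0.00857 with an interval that included 0 (-0.0185 to 0.0317), so the opposite directions were absent there, and what recurred was a lower value in OIS than in Grow. A constant offset of the scores cancels within the strength of each map, so it could not give these differences. An offset of the strength itself, equal in OIS and Grow, would leave an interaction of 0. The interaction of -0.0513 had the same sign on 23 of 23 chromosomes. It restates the opposite directions, however, and is not separate evidence against such an offset. As a cause of the lower shA1 difference in OIS than in Grow, loss of far pairs in the less deep maps would leave little interaction at 2 to 5 Mb. There at least 96.9% of the pairs of each class were listed in each map, but the interaction was -0.0469 (-0.0732 to -0.0263). At shorter distances the interaction was -0.0183 (-0.0378 to -0.00140) at 1 to 2 Mb and 0.0298 (0.00995 to 0.0464), of the other sign, at 0.3 to 1 Mb. A part played by unlisted pairs is therefore not excluded. The spread of the values stays open as well. When each map was divided by the SD of its own values at the same distance the interaction was 0.0227 (0.00905 to 0.0341), with the other sign, although at 2 to 5 Mb alone it kept its sign at -0.0195. The SD holds both noise and the compartment pattern, so this result may reflect library noise or a true gain of strength removed by the scaling. A single factor of scale for each map is not a full account, since with shA1 the excess of distal B-B pairs over A-B pairs changed in OIS by a ratio of 0.912 (0.882 to 0.938) and that of A-A pairs by 1.01 (0.967 to 1.04). The gap between the ratios was about as wide in Grow, however (-0.0970 against -0.0958 in OIS), so this does not exclude such a factor for the difference between the states. A weaker gain of compartment strength in senescent cells that lack HMGA1 also stays open, as untested.

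Local A-A contact changed with RAS in opposite directions, by 0.0643 without and by -0.0359 with shA1, an interaction of -0.100 (-0.133 to -0.0659). The difference was not tested. With each map centred on the same pairs, the change with shA1 was 0.0606 (0.0297 to 0.0879) and that without it 0.207, both upward. Which pairs a map lists does not account for this, since at least 99.9% of local pairs were listed and the mean over each map's own listed local pairs already differed by -0.0948 between OIS-shA1 and Grow-shA1 (-0.113 to -0.0763), against -0.0978 over the pairs listed in all maps. The opposite signs may come instead from a level of each map at a given distance that all pair classes share, and what sets that level was not tested. The inequality in size is another matter. After common centring the interaction was -0.146 (-0.180 to -0.112), where a constant offset between the data sets would give 0. A single factor of scale for each map would change the excess of A-A pairs over A-B pairs and that of B-B pairs by the same ratio. In OIS-shA1 relative to OIS the ratio was 0.914 (0.890 to 0.940) for A-A and 1.15 (1.12 to 1.18) for B-B pairs after common centring, on either side of 1, which argues against such a factor as the whole cause. An effect of HMGA1 on the response to RAS stays open, as untested. So does a technical difference between the data sets that acts unequally on the pair classes and between OIS and Grow, since the design confounds shA1 with the data set.

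Local B-B contact changed with shA1 by 0.118 in OIS and by -0.0425 in Grow, an interaction of 0.161 (0.134 to 0.185), and the difference was not tested. Common centring brought the change in Grow to 0.0110 (-0.0128 to 0.0310), with an interval that includes 0, so the direction in Grow is not settled and a level shared by all pair classes cannot be told apart from a fall of B-B pairs. The choice of listed pairs is argued against here too, since the mean over each map's own listed local pairs differed by -0.0536 between Grow-shA1 and Grow (-0.0762 to -0.0316), against -0.0542 over the pairs listed in all maps. The interaction after common centring was 0.114 (0.0879 to 0.138), on 23 of 23 chromosomes, which a constant offset between the data sets would not leave. Nor would a single factor of scale for each map, since in OIS the excess over A-B pairs changed with shA1 by a ratio of 1.15 for B-B and of 0.914 for A-A pairs, while in Grow the ratios were 1.03 (1.02 to 1.04) and 1.06 (1.04 to 1.07). Still open and untested are a technical difference between the data sets and a larger effect of HMGA1 on local B-B contact in OIS. The technical difference would have to act unequally on the pair classes, and also unequally on OIS and Grow. A difference that is constant within a pair class would leave no interaction.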

How the results depend on the processing

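The settings below changed 1 choice at a time. A genome-wide value counted as moved when it left the 95% chromosome interval of the reported value, and a largest k when it changed by more than 1.5 times. A distance band was judged by its chromosome interval as well, and a named bin by an interval from the SD over its own pairs. These are yardsticks over chromosomes or pairs and not over replicates. Of the genome-wide results recomputed under the alternatives, 183 stayed within that range in the same direction, 104 moved without changing direction and 43 reversed. Among the named bins and the distance bands, 66 stayed, 22 moved and 12 reversed. Common centring, the floor for unlisted pairs, the slope within bands, the scaled and centred strength within bands and the scaled and centred changes of the named bins were chosen after seeing the data. No paired analysis was possible because each deposited shA1 map pools its replicates and the other maps have no sample in the series. Where no reason is given for a change, the cause was not tested. In each list below, RAS stands for OIS minus Grow and RAS with shA1 for OIS-shA1 minus Grow-shA1, and shA1 in OIS or in Grow for the difference from the control.

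Dividing each map by the SD of its values at the same distance changed most results. Distal strength reversed in all 4 comparisons. It became -0.0572 for RAS (-0.0910 to -0.0248) and -0.0345 for RAS with shA1 (-0.0762 to 0.00210). It became 0.0143 for shA1 in OIS (-0.0150 to 0.0387) and -0.00837 for shA1 in Grow (-0.0324 to 0.0174). Only the interval for RAS excluded 0. A-A pairs became -0.0588 for RAS (reversed), 0.000993 for RAS with shA1, 0.0308 for shA1 in OIS (reversed) and -0.0290 for shA1 in Grow. B-B pairs became -0.156 for RAS, -0.101 for RAS with shA1, -0.0658 for shA1 in OIS and -0.121 for shA1 in Grow, each in the reported direction. A-B pairs became -0.0503 for RAS, -0.0155 for RAS with shA1 and -0.0319 for shA1 in OIS. The interaction reversed for strength (0.0227) and B-B pairs (0.0553) and was 0.0598 for A-A and 0.0349 for A-B pairs. The correlation with GC content became -0.101 for RAS and -0.177 for RAS with shA1. Within distance bands, strength reversed for RAS at 20 to 50 Mb (-0.0764), 50 to 100 Mb (-0.125) and 100 to 300 Mb (-0.0795), and for RAS with shA1 at 50 to 100 Mb (-0.0772). For shA1 in OIS it reversed at 5 to 10 Mb (0.0324), 10 to 20 Mb (0.0426) and 20 to 50 Mb (0.0310). Its interaction reversed at 5 to 10 Mb (0.00635), 10 to 20 Mb (0.0111), 20 to 50 Mb (0.0111), 50 to 100 Mb (0.0476) and 100 to 300 Mb (0.0217), and kept its sign at 2 to 5 Mb. The SD of a map contains its compartment pattern as well as its noise, so this setting removes part of any difference in strength by construction.

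Common centring shifted the classes together, since it subtracts a constant per map and distance. A-A pairs became 0.0695 for RAS, 0.0701 for RAS with shA1, 0.0368 for shA1 in OIS (reversed) and 0.0362 for shA1 in Grow (reversed). B-B pairs became 0.00153 for RAS (reversed), -0.0264 for RAS with shA1, -0.0474 for shA1 in OIS and -0.0194 for shA1 in Grow. A-B pairs became -0.0476 for RAS, -0.0127 for RAS with shA1, 0.0320 for shA1 in OIS (reversed) and -0.00300 for shA1 in Grow. Local A-A pairs became 0.207 for RAS, 0.0606 for RAS with shA1 (reversed) and 0.0147 for shA1 in Grow (reversed). Local B-B pairs became -0.0971 for RAS, 0.0172 for RAS with shA1 (reversed) and 0.0110 for shA1 in Grow (reversed). Local A-B pairs became -0.0468 for RAS, -0.0678 for RAS with shA1 and -0.0260 for shA1 in Grow. The interaction became 0.000610 (-0.00739 to 0.00748) for distal A-A, -0.0280 for distal B-B and 0.0350 for distal A-B pairs, and -0.146 for local A-A, 0.114 for local B-B and -0.0211 for local A-B pairs (reversed). Distal strength stayed within its interval in every comparison.

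The choice of pairs mattered through the unlisted ones. With all pairs listed in each map, strength was 0.0574 for RAS and 0.00630 for RAS with shA1. A-A pairs were -0.00757 for shA1 in Grow and 0.000459 for shA1 in OIS (reversed). A-B pairs were -0.0545 for RAS, -0.0113 for RAS with shA1, -0.0272 for shA1 in Grow and 0.0160 for shA1 in OIS (reversed). B-B pairs were -0.0665 for shA1 in OIS and -0.0427 for shA1 in Grow. With unlisted pairs as 0, strength reversed to -0.0270 for RAS, -0.0410 for RAS with shA1 and -0.0418 for shA1 in Grow. A-B pairs reversed in all 4 comparisons, to 0.0135 for RAS, 0.0275 for RAS with shA1, 0.0226 for shA1 in OIS and 0.00864 for shA1 in Grow. A-A pairs reversed to 0.000689 for shA1 in OIS. B-B pairs were -0.0670 for shA1 in OIS and -0.0543 for shA1 in Grow. A score of 0 lies above the distal A-B mean of every map. This setting therefore raises A-B pairs most in the maps that list the fewest of them. With unlisted pairs at a floor, the 4 differences of strength stayed within their intervals.

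Distance also mattered. With distal pairs over 5 Mb, A-B pairs were -0.0962 for RAS and -0.0446 for RAS with shA1, and A-A pairs for shA1 in OIS were 0.00207 (reversed). Local pairs up to 5 Mb were -0.0914 for A-A with shA1 in OIS, -0.0113 with shA1 in Grow and 0.00671 for RAS with shA1 (reversed). Local B-B pairs were -0.163 for RAS, -0.0359 for RAS with shA1 and 0.0891 for shA1 in OIS. Local A-B pairs were -0.273 for RAS, -0.220 for RAS with shA1 and -0.0174 for shA1 in OIS. With distal pairs from 2 to 50 Mb, A-A pairs were 0.0545 for RAS, 0.0690 for RAS with shA1 and 0.00194 for shA1 in OIS (reversed). B-B pairs were -0.116 for RAS, -0.125 for RAS with shA1, -0.0669 for shA1 in OIS and -0.0582 for shA1 in Grow. A-B pairs were -0.138 for RAS and -0.0799 for RAS with shA1.

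Compartment calls changed the classes themselves. With compartments from each map, strength was 0.174 for RAS and 0.101 for RAS with shA1. A-A pairs were -0.0372 for RAS (reversed), -0.0189 for RAS with shA1 (reversed), 0.0161 for shA1 in OIS (reversed) and -0.00216 for shA1 in Grow. B-B pairs were 0.134 for RAS (reversed), 0.0658 for RAS with shA1 (reversed) and -0.141 for shA1 in OIS, and A-B pairs were -0.0777 for RAS with shA1. With the 20% of bins at either end, strength was 0.391 for RAS, 0.244 for RAS with shA1, -0.203 for shA1 in OIS and -0.0563 for shA1 in Grow (reversed). A-A pairs were 0.00118 for RAS, 0.00516 for RAS with shA1 and -0.0150 for shA1 in OIS. B-B pairs were 0.176 for RAS (reversed), 0.142 for RAS with shA1 (reversed), -0.224 for shA1 in OIS and -0.191 for shA1 in Grow. A-B pairs were -0.303 for RAS, -0.170 for RAS with shA1 and 0.0837 for shA1 in OIS (reversed). With compartments from Grow-shA1, strength for shA1 in Grow was 0.0338, A-A pairs were -0.00739 for shA1 in Grow and 0.00642 for shA1 in OIS (reversed), and A-B pairs were -0.0695 for shA1 in Grow and -0.0448 for RAS with shA1. A component per arm gave score correlations of 0.870 for RAS, 0.876 for RAS with shA1 and 0.880 for shA1 in OIS, with 12.2%, 11.2% and 8.69% of bins changing compartment, and 0.000349 for A-A pairs with shA1 in OIS (reversed). Arms were split at the longest gap, which does not fall at the centromere of every chromosome.

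Other settings changed fewer results. Autosomes alone reversed A-A pairs for shA1 in OIS (0.000933). The median over chromosomes was -0.0109 for A-A pairs with shA1 in Grow, -0.0974 and -0.108 for B-B pairs with RAS without and with shA1, 0.00928 for strength with RAS and shA1, and 0.00397 for A-B pairs with shA1 in OIS (reversed). Limiting values to the 1st to 99th percentile gave -0.126 and -0.104 for local A-B pairs with RAS without and with shA1. Keeping every bin with any value left all 20 results it was applied to within range. The slope of the kept RAS change was 0.783 with blocks of 10 by 10 bins, 0.343 with single pairs and 0.816 corrected for noise. Within bands it was 0.817 at 5 to 10 Mb, 0.823 at 10 to 20 Mb, 0.616 at 50 to 100 Mb and 0.507 at 100 to 300 Mb. Noise lowered such a slope in the simulated maps, but the cause of the differences between bands was not tested. The median largest k was 12, 9, 7 and 6 after averaging over 3 by 3 pairs, for RAS, RAS with shA1, shA1 in OIS and shA1 in Grow. With 2% of pairs it was 8 for RAS, 6 for shA1 in OIS and 5 for shA1 in Grow, where more edges raise k by construction. Random pairs then gave 6, the same as RAS with shA1.

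The fall of distal B-B contact with shA1 kept its direction in all 14 alternatives in OIS and in all 14 in Grow, and the slope of the kept RAS change kept its sign in its 11 alternatives. The correlations with GC content had 1 alternative, scaling by the SD, under which each kept its sign but the interval for RAS included 0 (-0.204 to 0.0150). Far pairs were listed least often, so depth limits values beyond 50 Mb most, where A-B pairs were the ones most often unlisted.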

Other observations

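The tests for chromosome X and for the MMP1 bin were set before their results were seen. Scaling by the SD was also a setting chosen before the data were examined. Its use to weigh an explanation, like every other test in this part, was chosen only after the result was seen.

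Distal B-B contact was lower with shA1 in OIS (-0.0858) and in Grow (-0.0729). Between OIS-shA1 and OIS, the listing of distal A-A pairs changed by 0.134 percentage points (-0.390 to 0.706), an interval that included 0. The listing of B-B pairs changed by -1.68 points and that of A-B pairs by -2.69 points. A lower depth would lower the listing of every class, but listing also depends on the contact of a class. These values therefore cannot separate depth from contact, and depth is not excluded as a cause in OIS. In Grow, listing changed by -2.85 points for A-A and by -3.16 points for B-B pairs, so a lower depth of the Grow-shA1 map may contribute there. An offset between the data sets and an effect of HMGA1 cannot be told apart for B-B pairs in OIS, because the interaction was -0.0129 as deposited and 0.0553 after scaling by the SD, so its sign was not fixed, and because every shA1 map comes from the newer data set.

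The change of a bin's distal contact with B bins fell with GC content in OIS minus Grow and rose with it in both shA1 comparisons. These trends are relative, since the median change over 11324 bins was below 0 in each, at -0.0890 in OIS minus Grow, -0.0555 for shA1 in OIS and -0.0708 for shA1 in Grow. The direction was shared by 16 of 23 chromosomes in OIS minus Grow, by 20 for shA1 in OIS and by 21 for shA1 in Grow. Among B bins alone r for OIS minus Grow was -0.488, so the trend was more than a step between A and B bins. Among A bins r was weaker, at -0.129. The compartment score varies among B bins and rose with GC content on every chromosome. A trend that follows this score is therefore not excluded, and the score was not adjusted for. Scaling by the SD left r = -0.101 with an interval that included 0 (-0.204 to 0.0150), so for OIS minus Grow a trend with base composition cannot be told apart from the spread of the values of each map. For OIS-shA1 minus Grow-shA1, which shares no map with it, the scaled r was -0.177 with an interval that excluded 0 (-0.279 to -0.0662). For the shA1 comparisons the scaled r was 0.179 (0.0577 to 0.284) in OIS and 0.359 (0.282 to 0.424) in Grow. A GC bias that differs between the data sets could give such a trend and was not tested, nor was a preference of HMGA1 for AT-rich DNA, which the direction of the trend is in line with.

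The cores of RAS-increased contacts found without and with shA1 shared 861 bins, above the 326 that the highest of 1000 random draws shared, so the overlap is larger than random bins give. On chromosomes 9, 14, 16, 19, 20, 21 and 22, however, the largest k with shA1 was no higher than for random pairs. Their shared bins, 119 of them on chromosome 9, are part of the 861 but do not show an overlap of dense subgraphs. The maps of the 2 RAS comparisons are separate, but mappability and GC content of the bins are common to both and may also place bins in a core. The largest k on chromosome 1 in OIS minus Grow was 15, from the 1% of distal pairs with the largest increase, and from 11 to 25 under the other settings tried. It is lower under each of them than the value quoted from the study, which used a network of contacts chosen by a statistical test.

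Chromosome X had the lowest correlation of compartment scores between Grow-shA1 and Grow, 0.925. A component per arm was computed in case the first component mixed the arms of X, but X stayed lowest at 0.878, and every autosome was at 0.982 or more. On X the score correlated with GC content at 0.586 in Grow and 0.351 in Grow-shA1, and with gene count at 0.358 and 0.199. The score of X thus followed both less closely in Grow-shA1. Whether a second pattern in the map of X, a difference between the cultures or something else lies behind this was not tested. No biological explanation was tested.

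The MMP1 bin had the deepest loss of distal contact with B bins in OIS minus Grow among the bins of the listed genes. Noise of a single bin would leave its neighbours at the median of all bins (-0.0890), but the 4 bins beside it changed by -0.454 on average, from -0.616 to -0.301. With shA1 the same 4 bins changed by -0.181 on average, from -0.325 to 0.0414. Neighbouring bins share sequence properties and copy number, so a regional bias stays a candidate explanation beside a change of this region in senescence, and neither was tested.

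Chromosome Y was left out of every comparison. The Grow map listed 6 pairs there among 3 bins, and the Grow-shA1 map also 6 pairs among 3 bins. The OIS map listed 10 pairs and the OIS-shA1 map 11 pairs, each among 5 bins.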
